A study of Mus musculus with 4 samples. Its data were reported in "CTCF acetylation at lysine 20 is required for the early cardiac mesoderm differentiation of embryonic stem cells" (2022).

How the data were processed

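ATAC-seq peak lists of 4 libraries were analysed, 2 of WT and 2 of CTCF-K20R embryoid bodies on day 4 after differentiation of E14Tg2A mouse embryonic stem cells. Genotype and replicate number were taken from the sample labels. According to the methods of the study, adaptors were removed by Trim_Galore, and bowtie2 in its very-sensitive end-to-end mode placed the reads on mm10. Reads of low mapping quality, duplicates and reads in blacklisted regions were removed. Peaks were then called with MACS2, as stated at default settings. Each library has a peak list of its own, from which separate calling without pooling of replicates was inferred. Reads and signal tracks were not used here, so a differential test on read counts was not possible and the comparisons rest on the presence, position and rank of peaks.

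In each deposited list the authors give a peak's interval, its summit, a score, a fold, a p and a q. The deposited score is the −log10 p of the summit times 10, as a whole number. The deposited ratio is the fold enrichment of the summit pileup over the local background of the same library, as MACS2 computes it. The authors' −log10 p and −log10 q are those of the summit against that background. These values are the authors' own and were used to describe, rank and filter peaks within each list. Where single peaks or regions of different libraries are compared, it is by ranks or by levels relative to the library's own median. Counts of peaks past a q threshold, median summit folds and background levels are also compared between libraries. These describe each library as a whole. The lists reach down to a p of 0.01, and between 2.18% and 5.05% of the peaks of a list have a q above 0.05, so a p threshold was in force in place of a q threshold. Peak numbers increase along each list with gaps, and the 4 lists hold 51.7%, 50.5%, 58.6% and 60.8% of their numbers. Called peaks were therefore taken out of the lists by a rule that is not stated. A region without a deposited peak can thus have had a called one, and the count of missing numbers between the neighbouring peaks was used to find places where this cannot be so.

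The largest peak end was 0.999 of the length of its chromosome in the reference, and the genome sequence and the GENCODE vM21 basic annotation used here are of the same build as the lists. The lists name 21 chromosomes. Coordinates are given from 1. Peaks of the 4 lists were merged into regions where they shared at least 1 bp. Regions were assigned to a promoter (within 1000 bp of the TSS of a protein-coding transcript), exon, intron or intergenic sequence by the strongest summit, in that order of precedence. Motifs were searched as consensus sequences on both strands within 100 bp of that summit, with 20 shuffled versions of each consensus as background. Lists of early mesoderm, cardiac, pluripotency, neuroectoderm, endoderm and fibroblast genes were compared with 10000 random lists drawn from 21728 protein-coding genes, matched in the number of regions within 50000 bp of the TSS, with a region counted once for each gene it was near. No gene was in more than 1 list.

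The summit pileup and the background level of each peak were recovered from the deposited fold and p, since the fold is the pileup plus 1 over the background plus 1 and the p is its Poisson tail. This gave whole pileups for 99.998%, 99.997%, 99.998% and 99.97% of the peaks of the 4 lists. The background level of a list, taken as the recovered value that 1% of its peaks lie below, was 2.76 and 2.71 in WT and 3.19 and 3.01 in K20R. This level grows with depth and with the length to which reads are extended. The shortest peaks, of 198 and 199 bp in WT and 199 and 207 bp in K20R, stood for that length, and the level divided by it gave the relative depth. Median summit folds at common regions were 5.86 and 7.74 in WT and 5.73 and 7.59 in K20R, so that the second replicate of each genotype had the higher enrichment. For the scan along chromosomes, log2 pileups of common regions were centred on each library's autosomal median and summarised by medians in windows of about 40 regions. A stretch was at least 3 neighbouring windows in which all 4 pairs of libraries differed by over 0.3 in the same direction.

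Numbers per library were compared by their means, SDs and an exact two-sided permutation test, whose smallest p with 2 against 2 libraries is 0.333. The genotype split was compared with the other 2 splits of the 4 libraries. Shares of regions were given with Wilson 95% intervals and compared by two-sided Fisher's exact tests, 30 in all, with Benjamini-Hochberg adjustment. Regions are not replicates, and these tests describe the lists. The main settings, the gene lists, the consensus sequences, the named genes and most alternative settings were fixed before the data were examined. The named genes were those the text of the study gives as markers or examples, with Ctcf, Actb and Gapdh, and the 5 regions of each genotype with the highest mean rank. Those settings were stricter q thresholds, other rules of overlap and merging, equal numbers of peaks per list, autosomes only, other promoter, distance and motif settings, a replicate block and leaving out each library in turn. The restriction to places without missing peak numbers, the exclusion of the stretches, the comparison of common regions of equal strength and the promoter ranks of listed genes, within each list and among the genes with a promoter peak in all libraries, were added later.

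The scripts were tested on simulated data. From lists simulated on the 80380 regions, 100% of restricted regions were recovered, and 100% of 3998 simulated pileups were recovered from their fold and p. Of 955 common regions in simulated stretches, 97.3% were found. These were planted with lengths and shifts close to those of the long stretches reported below, and shorter or weaker ones were not simulated. Removed peaks were shown by a missing number in 100% of 11995 cases, and 5.20% of 1000 random gene lists fell outside the middle 95%. For these lists, restricted regions were placed independently of each other, so clusters of restricted regions or neighbouring genes were not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, bedtools 2.31.1, pysam 0.24.0 and matplotlib 3.10.9 were used.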

Results

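The assay for transposase-accessible chromatin (ATAC-seq), in which a transposase cuts open chromatin and adds sequencing adapters to it, was performed on embryoid bodies on day 4 after differentiation. Embryoid bodies are aggregates in which mouse embryonic stem cells, here the line E14Tg2A, leave self-renewal and form cells of the early lineages. WT cells were compared with CTCF-K20R cells, in which lysine 20 of the chromatin protein CTCF was changed to arginine by genome editing. There were 2 libraries of each genotype, and each library has a peak list of its own. The WT lists held 59783 and 66703 peaks and the K20R lists 51823 and 55832 peaks. Peaks covered 44.8 and 51.2 Mb of the genome in WT and 39.8 and 46.7 Mb in K20R. Read totals were not used here, so depth was followed through the background level that each list implies (recovered from the deposited fold and p), divided by the width of the shortest peak of the list, which stands for the length to which reads were extended. Relative to WT replicate 1, this depth was 0.976 in WT replicate 2, 1.15 in K20R replicate 1 and 1.04 in K20R replicate 2. The K20R libraries therefore had no lower recovered depth than the WT libraries. All positions are in mm10.

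To determine whether chromatin accessibility was lost or gained in CTCF-K20R embryoid bodies, the number of peaks per library was compared first. WT libraries had 63243 ± 4893 peaks (SD, n = 2) and K20R libraries 53828 ± 2835 peaks (SD, n = 2), a difference of -14.9% or a log2 ratio of WT to K20R of 0.23. Both K20R libraries had fewer peaks than both WT libraries, and the exact two-sided permutation test gave p = 0.333, the smallest value that 2 against 2 libraries allow. The covered length of 48.0 ± 4.57 Mb in WT and 43.2 ± 4.89 Mb in K20R (SD, n = 2) overlapped between genotypes, with an exact permutation p of 0.667. Between libraries of the same replicate number it was lower in K20R both times (39.8 against 44.8 and 46.7 against 51.2 Mb). It is not stated whether libraries of the same number belong together. Among peaks with a −log10 q of at least 10 there were 28327 and 40711 in WT and 26278 and 36131 in K20R, so that in this unpaired comparison the spread between replicates was larger than the difference between genotypes (exact permutation p = 0.667, log2 ratio 0.15). With this threshold, too, the K20R count was the lower within each replicate number. That threshold was the alternative that moved the log2 ratio most. Leaving out WT replicate 2 lowered the ratio of all peaks to 0.15 as well. Peak numbers alone did not part the genotypes beyond what 4 libraries can show.

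The lists were then compared by overlap, where 1 shared bp was sufficient. The WT libraries shared 84.6% of their peaks with each other and the K20R libraries 85.2%. Across genotypes, the 4 pairs shared between 76.2% and 79.2% (mean 77.5%, SD 1.28), which was 7.43 points below the mean within genotypes. Both pairs within a genotype lay above all 4 pairs between genotypes. The alternative that moved this difference most was a −log10 q of at least 10, with which it was 4.91 points. By the Jaccard index of covered bases it was 9.55 points, with 66.3% within and 56.8% between genotypes.

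Merging the 4 lists gave 80380 regions, and 38527 of them (47.9%) had a peak in all 4 libraries and are called common regions. A region with a peak in both libraries of a genotype and in neither library of the other was called restricted to that genotype. There were 8341 WT-restricted regions (10.4% of all) and 2491 K20R-restricted regions (3.10%), a log2 ratio of 1.74. The other 2 ways to part the 4 libraries into pairs show how many such regions replicate error gives. Parting the first from the second replicates gave 394 and 1962 regions, and the remaining split gave 696 and 828 regions. The 10832 regions of the genotype split thus exceeded the 2356 and 1524 of the other splits, although 1 of 3 splits cannot reach a share under 0.05. Restricted regions were weaker than common ones, with a median percentile within their own lists of 30.9 for WT-restricted, 22.4 for K20R-restricted and 65.7 for common regions. When only regions with a −log10 q of at least 10 in both libraries that had them were counted, 1303 were WT-restricted and 179 K20R-restricted, a log2 ratio of 2.86. The alternative that moved the ratio most took the same number of strongest peaks from every list, which left a log2 ratio of 0.35 and raised the K20R-restricted count to 4351. Leaving out K20R replicate 1 lowered the log2 ratio to 0.65, with 9820 WT-restricted and 6270 K20R-restricted regions. With WT replicate 1 left out the ratio rose to 2.22, with 15914 and 3406 regions. Without WT replicate 2 it was 1.21 (12674 and 5476 regions), and without K20R replicate 2 it was 1.16 (12261 and 5487 regions). WT-restricted regions outnumbered K20R-restricted ones in each of these settings, by an amount that depended on the libraries used.

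**Figure D1:**
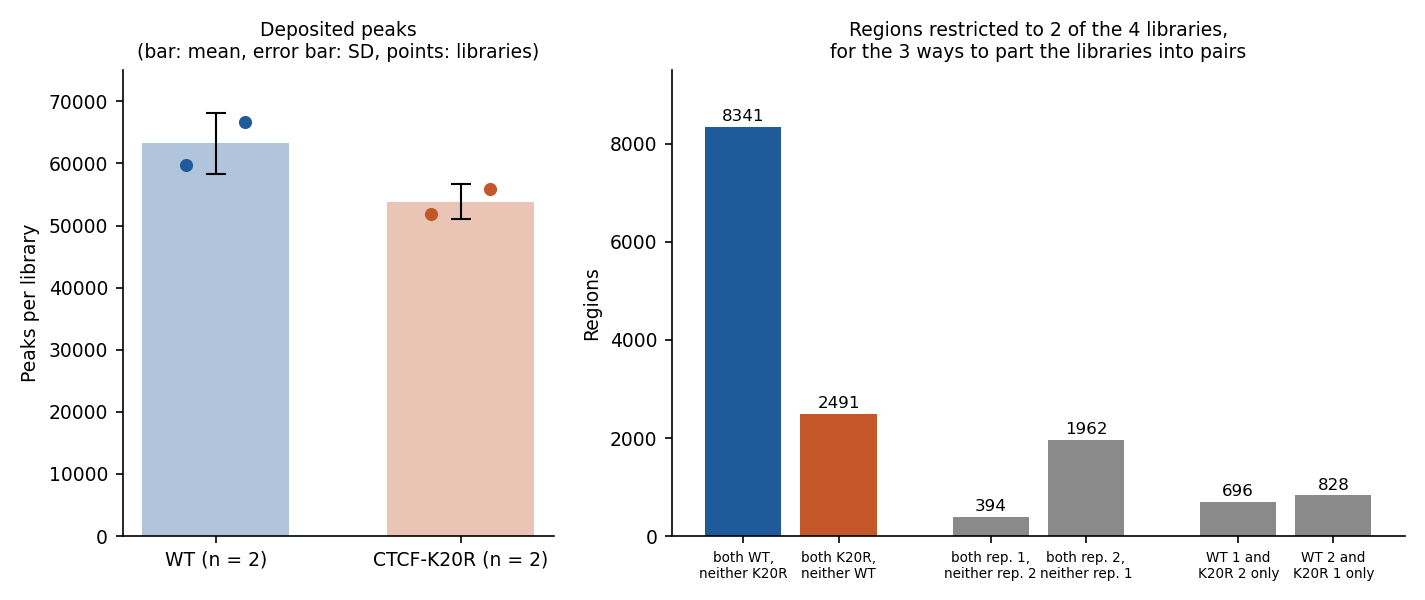
Left, deposited peaks per library (points), with the mean (bar) and SD (error bar) of the 2 libraries of each genotype; right, number of regions found in both libraries of a pair and in neither of the other pair, for the 3 splits of the 4 libraries. The genotype split gave 8341 and 2491 regions, against 394 and 1962 or 696 and 828 for the other splits.

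Whether the WT-restricted regions lay at promoters was examined next. Promoters were taken as sequence within 1000 bp of the transcription start site (TSS) of a protein-coding gene. The strongest summit lay in a promoter in 3.31% of WT-restricted regions (Wilson 95% interval 2.95 to 3.71, 276 of 8341) and in 5.90% of K20R-restricted regions (5.04 to 6.90, 147 of 2491). Of the common regions, 35.9% lay in promoters (35.4 to 36.3). The promoter share of WT-restricted regions was lower than that of K20R-restricted regions by a two-sided Fisher's exact test (p = 2.4e-08, Benjamini-Hochberg adjusted over 30 tests 3.7e-08). This test and those on motifs compare lists of regions, which are not replicates, and the intervals cover counting error only. Introns held 50.6% of WT-restricted, 40.7% of K20R-restricted and 26.9% of common regions. Intergenic sequence held 43.7%, 46.2% and 32.9%, and exons 2.41%, 7.15% and 4.35%, respectively. The number of promoter peaks was nearly the same in all libraries, with 14931 and 15066 in WT and 14808 and 14739 in K20R. The presence of a peak cannot show a graded loss at promoters. Nor were these shares matched for strength, and restricted regions were weaker than common ones. The promoter difference of -2.59 points between the restricted sets moved most with a −log10 q of at least 5, to -4.47 points. It was -1.41 points without K20R replicate 1 and -1.58 points without K20R replicate 2.

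To test whether the WT-restricted regions carried the sequence that CTCF binds, its consensus was searched within 100 bp of the strongest summit. The consensus was CCASYAGRKGGC, in the code where S, Y, R and K stand for pairs of bases. It was found in 2.58% of WT-restricted regions (Wilson 95% interval 2.26 to 2.94, 215 of 8341), 4.01% of K20R-restricted regions (3.31 to 4.86, 100 of 2491) and 7.01% of common regions (6.75 to 7.26, 2699 of 38527). Shuffled versions of the consensus were found in 0.0246%, 0.0281% and 0.0598% of these sets on average. WT-restricted regions carried it less often than common regions (two-sided Fisher's exact p = 1.3e-62, adjusted 6.6e-62). They also carried it less often than K20R-restricted regions (Fisher's exact p = 3.0e-04, adjusted 4.1e-04), but this second difference rested on 1 library. It was -1.44 points with all libraries and changed sign to 1.71 points without K20R replicate 2, when 4.52% of WT-restricted, 2.81% of K20R-restricted and 6.90% of common regions had the consensus. Leaving out WT replicate 2 gave -5.18 points. In all 4 settings that left out 1 library, the WT-restricted share stayed below the common share. With 1 mismatch allowed, the consensus was found in 11.6% of WT-restricted, 14.8% of K20R-restricted and 21.3% of common regions. Outside promoters, 2.60% of WT-restricted regions (2.28 to 2.97) had the consensus, against 9.65% of common regions weighted to the same strength within the WT lists, a comparison added after the shares were seen.

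Other consensus sequences were more frequent in the WT-restricted than in the K20R-restricted regions. The T-box consensus TCACACCT was found in 2.89% of WT-restricted (2.55 to 3.27), 0.642% of K20R-restricted (0.396 to 1.04) and 0.823% of common regions, where shuffled versions gave 0.659%, 0.58% and 0.508% (WT-restricted against K20R-restricted, Fisher's exact p = 3.5e-13, adjusted 6.5e-13). The difference of 2.25 points was 1.36 points without WT replicate 2. GATA sites were found in 5.47%, 1.32% and 1.49% (Fisher's exact p = 1.5e-22, adjusted 3.7e-22). For GATA, shuffled versions gave up to 5.84% in the WT-restricted set and a mean of 2.68% in the K20R-restricted set, so that the WT-restricted share lay within the range of the shuffled versions. TCF-LEF sites were found in 2.03%, 0.963% and 0.903% (Fisher's exact p = 2.6e-04, adjusted 3.7e-04). This difference of 1.06 points was 0.64 points without WT replicate 2, and 0.85 points with an exact p of 0.234 among regions where no peak number was missing in the lists of the other genotype, a restriction added after the data were seen. The difference in AP-1 sites between the restricted sets did not pass 0.05 (7.36% and 6.22%, Fisher's exact p = 0.056, adjusted 0.067) and were found in 4.06% of common regions. The combined OCT-SOX consensus was too rare to compare, with 0 of 8341 WT-restricted, 2 of 2491 K20R-restricted and 6 of 38527 common regions. The upper Wilson limit for the WT-restricted share was 0.0460%.

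**Figure D2:**
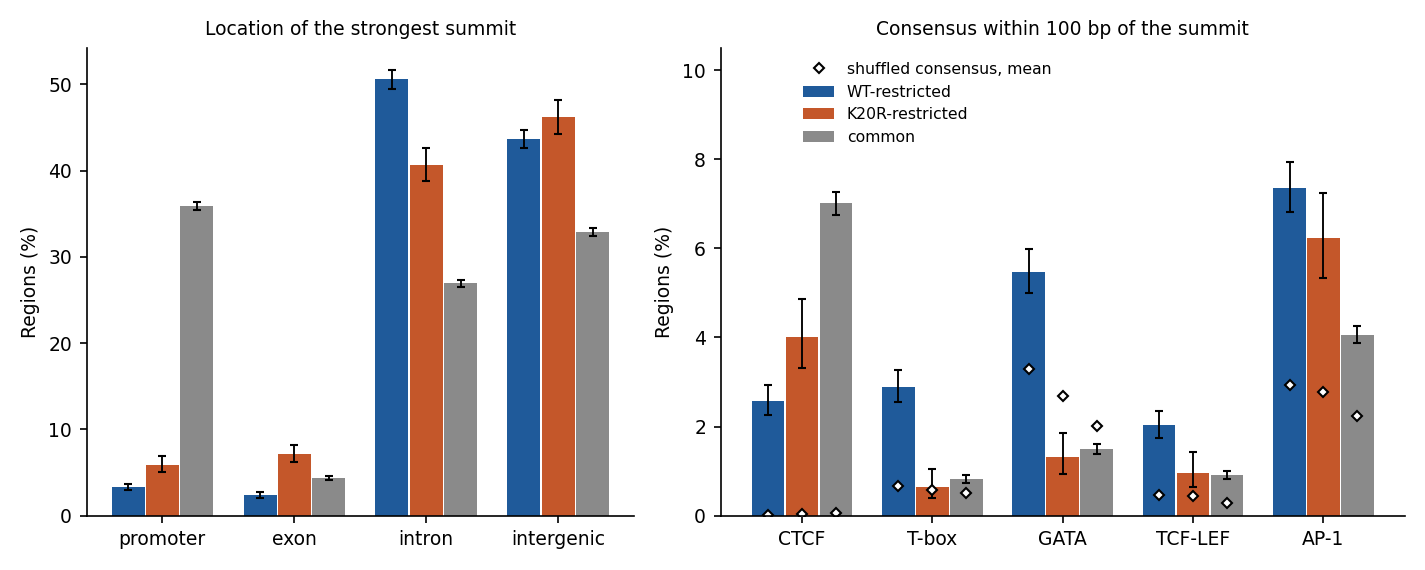
Share of WT-restricted, K20R-restricted and common regions (%) by location of the strongest summit (left) and by presence of a consensus within 100 bp of it (right), with Wilson 95% intervals as error bars and the mean of shuffled consensus sequences as diamonds. The CTCF consensus was found in 2.58%, 4.01% and 7.01% of the sets and the T-box consensus in 2.89%, 0.642% and 0.823%.

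The study asked about mesoderm and heart genes, so the balance of restricted regions within 50000 bp of the TSSs of 6 gene lists was compared with that of 10000 random lists matched on the number of nearby regions. The balance was the number of WT-restricted minus K20R-restricted regions per 100 regions, summed over genes, so that a region near several genes of a list entered once for each, whereas the counts given here hold each region once. Among the 239 regions near 26 early mesoderm genes, 22 were WT-restricted and 11 K20R-restricted, and the balance of 4.05 per 100 was at percentile 43.3 of the random lists. Near the 24 cardiac genes the counts were 29 and 8 (balance 9.38, percentile 98.4), and near the 18 endoderm genes 19 and 4 (balance 12.1, percentile 99.3). The 22 pluripotency genes had 11 and 12 (balance -1.05, percentile 0.705), the lowest balance of the 6 lists. Neuroectoderm genes (12 and 1, balance 5.91, percentile 72.5) and fibroblast genes (13 and 3, balance 7.81, percentile 85.7) lay within the middle 95% of random lists. The endoderm list moved most between alternatives, to percentile 36.2 when only regions within 10000 bp were counted, and the cardiac list lay at 84.0 there. With the same number of strongest peaks from every list, the cardiac list was at 73.6 and the endoderm list at 96.4. Outside the stretches of chromosomes 2, 8 and 14 in which common regions differed between genotypes, the cardiac list was at 97.1, just inside the middle 95%. Without WT replicate 2 the cardiac list was at 93.8 and the endoderm list at 85.2, and without K20R replicate 1 the cardiac list was at 90.0, inside the middle 95%. Without K20R replicate 2 the endoderm list was at 95.8, and without WT replicate 1 the pluripotency list was at 8. These percentiles describe the 4 libraries and are no test across replicates. As a measure added after these values were seen, promoter peaks of the lists' genes were compared by their percentile within each list. Of 14 cardiac genes with a promoter peak in all 4 libraries, 8 had both K20R values below both WT values and 0 had them above. Chance puts 33.3% of genes apart, but percentiles within the shorter K20R lists are lower for most genes. Of all 13899 protein-coding genes with such peaks, 32.0% were lower and 16.02% higher in K20R. The peaks of these genes were therefore also ranked anew among themselves, which gave 23.1% lower and 23.8% higher. On this scale 7 of the 14 cardiac genes were lower and 1 (Myl7) higher, and of 24 early mesoderm genes 7 were lower and 5 higher. Of 12 endoderm genes 5 were lower and 3 higher, of 20 neuroectoderm genes 7 and 5, of 16 pluripotency genes 2 and 7, and of 11 fibroblast genes 3 and 4. The need for a peak in all 4 libraries left out cardiac genes of both directions. Among them, 2 had promoter peaks in both WT libraries alone (Myh6 and Actc1) and 1 in both K20R libraries alone (Tnni1). By percentile within each list, Nkx2-5 had no peak and 19.6 in WT, and 52.2 and 36.9 in K20R. The genes of a list are not replicates, and no test was run on these counts.

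For the genes that the study names as markers or examples, the strongest peak within 1000 bp of the TSS was ranked within its own list, where percentile 100 is the strongest. The percentiles rest on the peak p-values of the authors. Of 17 genes, 14 had a promoter peak in all 4 libraries. In 5 of them both K20R values lay below both WT values, in 5 above, and in 4 the genotypes overlapped. Chance puts 33.3% apart, but of all genes with such peaks 32.0% were lower and 16.02% higher in K20R. Ranked anew among all genes with a promoter peak in all 4 libraries, 3 lay below (T, Apex1 and Sox17) and 6 above, and Nanog and Gapdh overlapped between genotypes. On that scale 23.1% of all these genes lay below and 23.8% above. The mesoderm gene T (Brachyury, chromosome 17, 8434423 to 8442496) had percentiles of 83.1 and 82.8 in WT and 66.7 and 65.6 in K20R. The promoter of Mesp1 (chromosome 7, 79792241 to 79793788) went the other way, with 43.5 and 43.4 in WT and 67.3 and 72.4 in K20R. That of Eomes (chromosome 9, 118478212 to 118486132) was at 72.8 and 65.8 in WT and at 75.5 and 74.1 in K20R. Apex1 (chromosome 14, 50924968 to 50927139) was at 89.3 and 86.8 in WT and 71.1 and 73.3 in K20R, and lay in a stretch of chromosome 14 where nearly all common regions were lower in K20R. Ctcf itself (chromosome 8, 105636568 to 105682922) was at 92.9 and 86.9 in WT and 95.6 and 93.6 in K20R, within a stretch of chromosome 8 where most common regions were higher in K20R. The pluripotency gene Pou5f1 was at 77.9 and 79.3 in WT and 84.9 and 87.7 in K20R, and Nanog at 73.7 and 82.5 in WT and 72.1 and 68.5 in K20R. Of the 2 control genes, Gapdh was at 84.0 and 86.2 in WT and at 83.4 and 83.3 in K20R, whereas Actb rose from 44.1 and 58.1 in WT to 87.4 and 87.0 in K20R. Sox17 had 51.8 and 31.7 in WT and 1.77 and 28.4 in K20R. Within 1000 bp of its TSS, Tnnt2 had a peak in K20R replicate 1 alone, at percentile 0.104, while 3 WT-restricted regions and 1 K20R-restricted region lay within 50000 bp of it. Of these, the WT-restricted region at chromosome 1, 135840794 to 135841392, was 4935 bp from that TSS, at percentiles 20.3 and 33.4. It was classed as promoter, as it lay within 1000 bp of the TSS of another protein-coding transcript, and so was that at 135800463 to 135800918 (28.9 and 43.6). Afp had no promoter peak in any list.

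**Figure D3:**
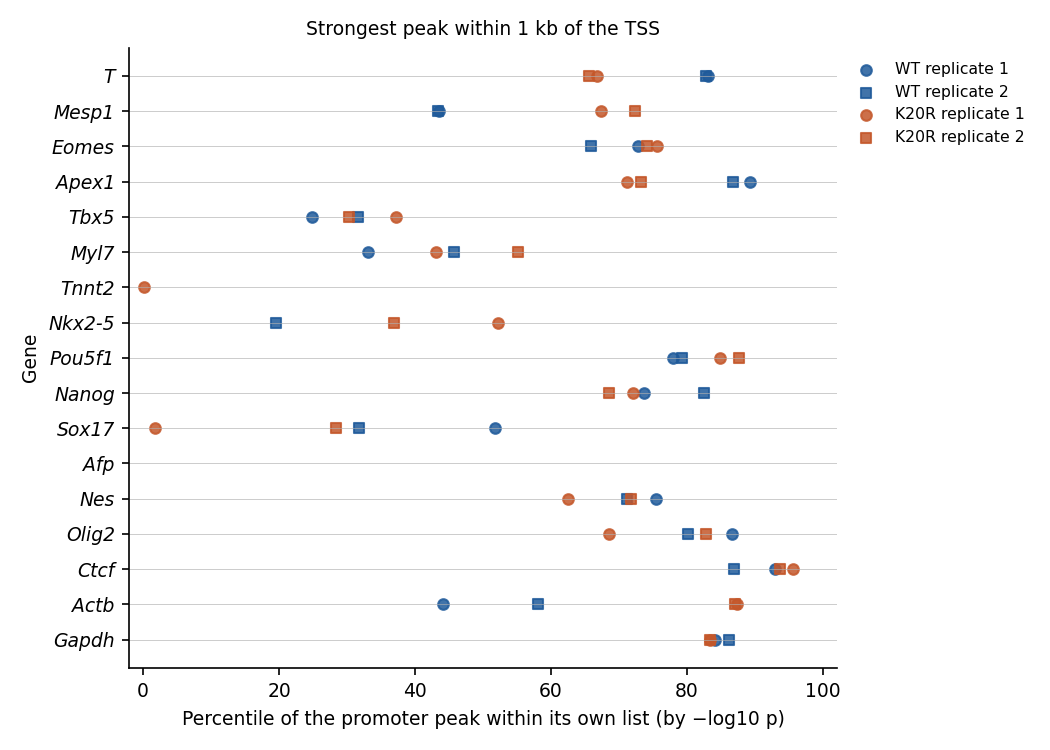
Percentile of the strongest peak within 1 kb of the TSS, by −log10 p within its own list (x axis, 100 strongest), for the 17 named genes (y axis) in the 4 libraries. T is at 83.1 and 82.8 in WT and 66.7 and 65.6 in K20R, and the control gene Actb is at 44.1 and 58.1 in WT and 87.4 and 87.0 in K20R.

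Within 50000 bp of the named genes there were 13 WT-restricted and 7 K20R-restricted regions. The region near Mesp1 at chromosome 7, 79788977 to 79790013, was the strongest of the WT-restricted ones here. It lay in intergenic sequence 4306 bp from the Mesp1 TSS, downstream of the gene, at percentiles 90.4 and 93.9 of the WT lists. The 2 K20R-restricted regions near Mesp1 were weaker, at chromosome 7, 79786026 to 79786668 (percentiles 55.0 and 41.9) and 79819674 to 79820679 (9.22 and 31.1). Near T, a WT-restricted region in an intron at chromosome 17, 8396041 to 8397074, lay 37881 bp from the TSS at percentiles 86.9 and 87.6. A weaker K20R-restricted region near T, in an intron at chromosome 17, 8420728 to 8421188, was at percentiles 17.6 and 30.2.

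**Figure D4:**
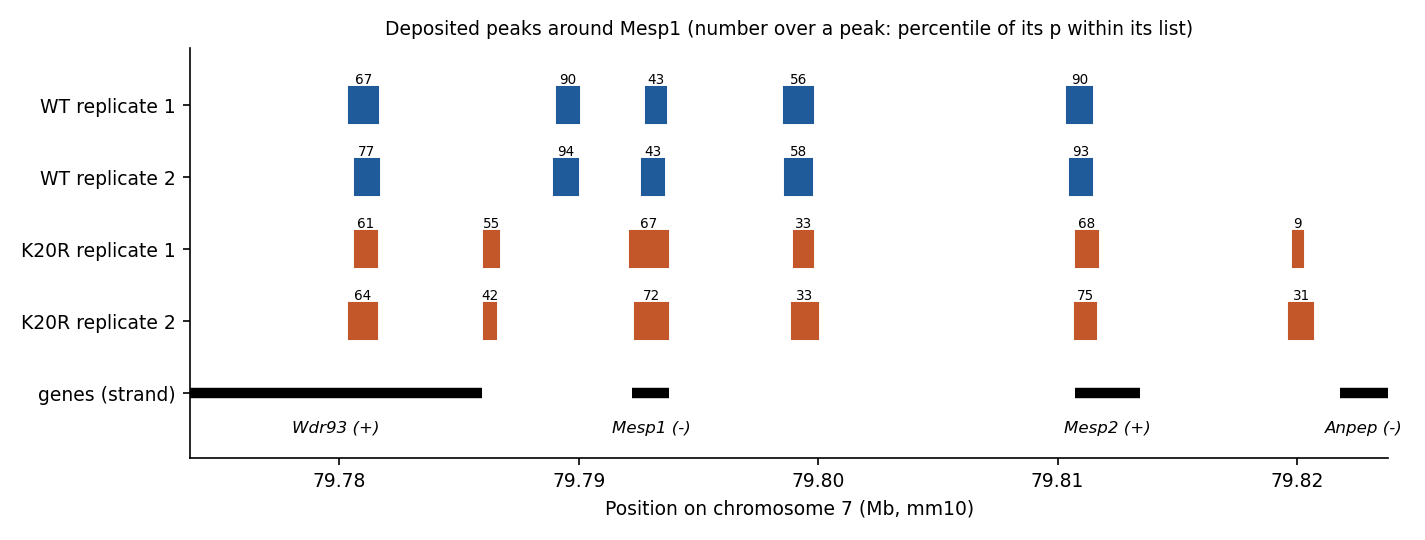
Deposited peaks of the 4 libraries (boxes) around Mesp1 on chromosome 7 (x axis in Mb, mm10), with genes and their strands in the lowest lane and the percentile of each peak within its list above it. The peak at 79788977 to 79790013 is found in both WT lists, at percentiles 90.4 and 93.9, and in neither K20R list.

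The 5 strongest WT-restricted regions by mean percentile were nearest to Tcf7l2 (chromosome 19, 55700072 to 55701220, intergenic, mean percentile 95.5), Lrig1 (chromosome 6, 94728679 to 94730190, intergenic, 95.5), Lhx8 (chromosome 3, 154192127 to 154193406, 95.2), Bzw1 (chromosome 1, 58341344 to 58342291, 92.6) and Mesp1 (the region above, 92.2). Those near Lhx8 and Bzw1 lay in introns. The 5 strongest K20R-restricted regions were nearest to BC107364 (chromosome 3, 96485546 to 96486557, intergenic, 99.97), Hhat (chromosome 1, 192794841 to 192795580, intergenic, 88.7), Grik2 (chromosome 10, 49417001 to 49417896, intron, 87.4), Tbl1xr1 (chromosome 3, 22411519 to 22412938, intergenic, 85.0) and Gpat2 (chromosome 2, 127424773 to 127425718, promoter, 81.2). None of these 10 regions had the CTCF consensus. The deposited lists lack some of the called peaks, as gaps in their peak numbers show. Of the 10 regions, that near Mesp1 was the one where no number was missing in either list of the other genotype. At the regions near Tcf7l2, BC107364, Hhat and Gpat2 both other lists lacked 1 number, near Lrig1 K20R replicate 2 lacked 1, near Bzw1 the K20R lists lacked 2 and 1 and near Lhx8 5 and 2, and near Grik2 the WT lists lacked 30 and 3 and near Tbl1xr1 6 and 9. The region near Gpat2 lay in a stretch of chromosome 2 where common regions were higher in K20R.

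Common regions were also followed along the chromosomes, in 953 windows of about 40 regions, with each library's summit pileup set relative to its own median. This scan was added after the numbers of peaks per chromosome had been seen. In 41 windows all 4 pairs of a K20R and a WT library differed by over 0.3 on the log2 scale in the same direction, and 37 of these formed 3 stretches. The longest stretch, chromosome 8 from 61927660 to 112046551 (50.1 Mb), held 1040 common regions with a median log2 ratio of K20R to WT of 0.66 (quartiles 0.39 and 0.87). A stretch of 21.2 Mb on chromosome 14, from 44988432 to 66176004, held 327 common regions with a median of -0.81 (quartiles -1.01 and -0.59). A short stretch of 3.90 Mb on chromosome 2, from 127308572 to 131210774, had a median of 0.56 over 120 regions (quartiles 0.23 and 0.77). Over the rest of the genome the median was 0.072 and the quartiles were -0.19 and 0.29. Between replicates of a genotype, windows in these stretches differed by -0.11 to 0.11. Ranked within each library's own common regions, the median percentile of the chromosome 8 stretch was 52.7 and 52.4 in WT and 70.9 and 70.4 in K20R. For chromosome 14 it was 63.3 and 62.8 in WT and 38.0 and 37.1 in K20R. Outside the 3 stretches the restricted regions numbered 8054 in WT and 2363 in K20R, a log2 ratio of 1.77.

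**Figure D5:**
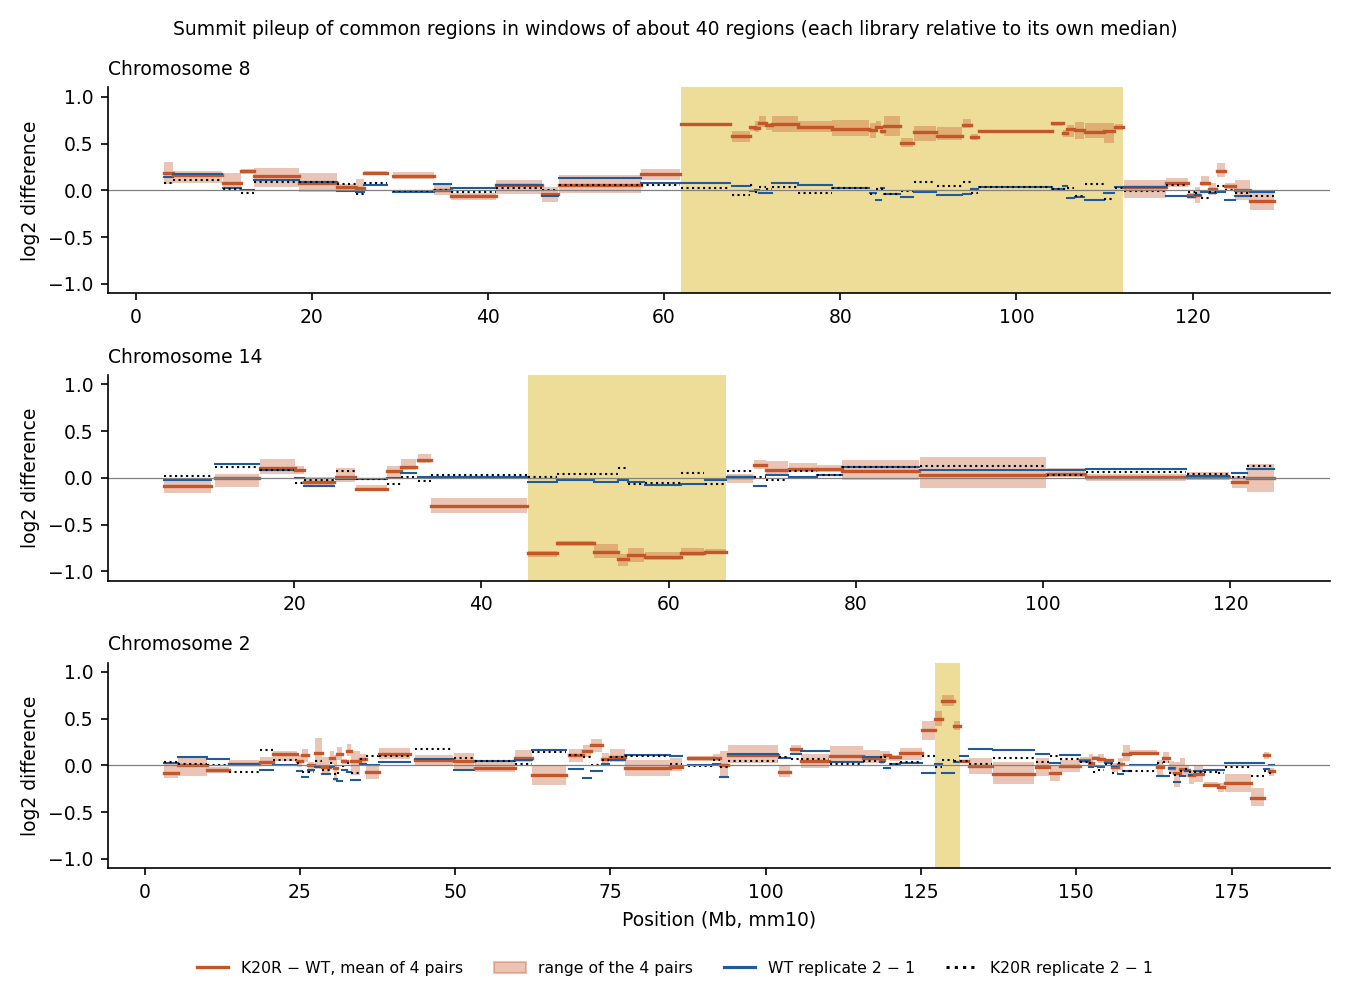
Difference in log2 summit pileup of common regions in windows of about 40 regions (y axis) along chromosomes 8, 14 and 2 (x axis in Mb, mm10), each library relative to its own median. Orange lines are the mean over the 4 pairs of a K20R and a WT library and orange bands their range, blue and dotted lines the differences between replicates, and shaded areas the stretches, with medians of 0.66 on chromosome 8, -0.81 on chromosome 14 and 0.56 on chromosome 2.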

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

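The alternatives that kept only places without missing peak numbers, or only sequence outside the stretches, were chosen after seeing the data. So were the comparison with common regions of equal strength and the promoter ranks of listed genes, within each list and ranked anew. The other alternatives in this section were planned. For peaks per library, the WT mean stayed above the K20R mean in all 10 alternatives.

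The excess of sharing within genotypes stayed positive in all 10 alternatives and moved to 4.91 points with a −log10 q of at least 10, 9.21 with 50% reciprocal overlap and 9.55 with the Jaccard index. For restricted regions, the log2 ratio of WT to K20R stayed above 0 in all 14 alternatives. It was 0.35 with the same number of strongest peaks from every list, which by its construction evens out the lists, and from 0.65 to 2.22 across the 4 fits that each left out one library. WT-restricted regions numbered 5410 and 3167 with a −log10 q of at least 5 and 10, 3262 when presence needed 5, 2415 where no number was missing, and from 9820 to 15914 across the fits with one library left out. K20R-restricted regions numbered 1192 with a −log10 q of at least 10, 4351 with equal lists, 680 when presence needed 5, 593 where no number was missing, and from 3406 to 6270 with one library left out. Counts rise when a library is left out because fewer lists have to match.

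The replicate block, which compares libraries of the same number, gave a log2 ratio of restricted regions of 1.06, where a region counts if only 1 library of a pair has it. It was run for peaks per library and sharing too, and changed no direction. The presence of regions in same-numbered libraries deviated from the group means with a correlation of 0.0242. This leaves out shifts of a whole library, and both second replicates had more peaks with a −log10 q of at least 10. What a replicate number stands for is not stated.

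The promoter difference ranged from -2.92 to -1.41 points with one library left out. The CTCF difference between WT- and K20R-restricted regions shrank to -0.27 points where no number was missing (Fisher's exact p = 0.696) and ranged from -5.18 to 1.71 points with one library left out, the reversed value being that without K20R replicate 2. The cause was not tested. For the T-box, GATA and TCF-LEF motifs, the difference kept its direction in all 30 alternatives, but its size varied. For T-box it ranged from 1.36 points without WT replicate 2 to 9.49 points with 1 mismatch allowed. For GATA it ranged from 2.99 points without K20R replicate 2 to 7.76 points with 1 mismatch. For TCF-LEF it ranged from 0.64 points without WT replicate 2 to 2.42 points with 1 mismatch. Where no number was missing, the TCF-LEF difference was 0.85 points (Fisher's exact p = 0.234).

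Gene lists depended on the settings, and the cause was not tested. The cardiac list was at percentile 84.0 within 10 kb, 73.6 with equal lists, 95.9 with unmatched random genes, 97.1 outside the stretches, and from 90.0 to 99.8 with one library left out. The endoderm list was reversed within 10 kb, at 36.2, at 96.4 with equal lists, and from 85.2 to 99.05 with one library left out. The pluripotency list was at 9.82 within 10 kb and from 0 to 8 with one library left out. Leaving out WT replicate 2 or K20R replicate 1 thus moved the cardiac list inside the middle 95%, as did WT replicate 2 or K20R replicate 2 for the endoderm list and WT replicate 1 for the pluripotency list. The fibroblast list left the middle 95% within 10 kb (99.0) and within 100 kb (97.51). The neuroectoderm list ranged from 17.9 to 83.9 with one library left out and stayed in the middle 95%.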

Other observations

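The tests of depth, enrichment, peak removal, the stretches, whole-chromosome copies, loss of CTCF binding and fewer mesoderm cells were chosen after the results they bear on were seen, and the scan that defined the stretches was itself prompted by the data.

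The excess of WT-restricted regions (8341 against 2491) has several technical explanations that the lists can address. Lower depth in K20R is argued against by the recovered depth, which was 1.11 times that of WT. Lower enrichment in K20R is argued against by the split of first against second replicates, which differ more in fold than the genotypes do and yet gave 1962 regions in the direction of the stronger libraries, so that the WT-restricted regions were 4.25 times as many. Removal of called peaks before deposit does not account for the excess where the numbers of both other lists ran on without a gap. The log2 ratio there was 2.03, with 2415 against 593 regions. Such places held 29.0% of WT-restricted and 23.8% of K20R-restricted regions. The WT lists lack more of their numbers, so the rise from 1.74 can come from this restriction itself. Left without any one chromosome, the log2 ratio was at least 1.71, and outside the stretches that differed between genotypes it was 1.77. Among regions with a −log10 q of at least 10 in both libraries it was 2.86, and with that threshold in all lists 1.41, so peaks near the threshold cannot be the whole cause. They may carry a part of it, since the same number of strongest peaks from every list left 0.35, a setting that also evens out the lists by its construction. Over 5 classes of GC content with equal numbers of regions, the median log2 ratio was 1.81. Chance stays open, because 1 of the 3 splits of the 4 libraries gave as many restricted regions and the design cannot give a lower share. A difference between cell clones or preparations of the 2 genotypes was not tested, since genotype and clone cannot be separated with these labels. From these lists alone, a loss of accessible sites in CTCF-K20R remains a hypothesis. The study, with a differential test on reads that could not be repeated here, reported that accessibility mostly fell in the K20R cells.

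The excess was missing in the class of regions with the highest GC content, where the log2 ratio was -0.0072. Promoters in that class were a candidate explanation, but outside promoters the log2 ratio was 0.22, with 172 against 148 regions, far below that of the other classes. The promoters of the class went the other way, with 29 against 54 regions (log2 ratio -0.90), and so carry a part of its evenness but not the whole. Why GC-rich sequence was even between genotypes stays open, and amplification bias of GC-rich fragments was not tested.

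The WT-restricted regions carried the CTCF consensus less often than common regions, though more often than its shuffled versions (0.0246% on average). Loss of CTCF binding at the sites themselves could have kept them out of the K20R lists. If this were the main cause, and if lost sites matched the consensus as well as kept ones, the WT-restricted regions would carry the consensus at least as often as common regions. Instead 2.58% did, against 7.01% of common regions and 9.65% of common regions of the same strength outside promoters. The study, however, measured CTCF binding and reported that it fell in K20R embryoid bodies, at sites that were relatively weakly bound. Whether weakly bound sites match the consensus as often was not tested. The shares therefore show a lower frequency of this consensus and cannot decide on direct loss at the sites. Sites that a consensus search misses and effects of CTCF at a distance stay open too. T-box and TCF-LEF sites were instead more frequent in WT-restricted regions, which may point to regulators of the mesoderm. A lower share of mesoderm cells in the K20R embryoid bodies was tested with the early mesoderm list, which lay at percentile 43.3. This decides nothing, because open promoters and enhancers of these genes in a part of the cells can still be called as peaks. The cell composition therefore cannot be told apart from a change within cells.

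Feeder fibroblasts, on which the stem cells were grown, could bring open sites of their own into the WT libraries. The fibroblast list lay at percentile 85.7 within 50 kb but at 99.0 within 10 kb and 97.51 within 100 kb. Feeder sites and sites of the embryoid bodies themselves cannot be told apart, because the outcome turns on the distance used. Of the 18 listed genes, none of which another list holds, 11 had a promoter peak in all libraries. By percentile within each list, 3 of these were lower and 2 higher in both K20R libraries, and ranked anew among all genes with such peaks, 3 were lower and 4 higher, so these counts show no shift to WT. By percentile within each list, the promoter of Col1a1 was at 79.5 and 86.6 in WT and 78.4 and 83.8 in K20R, that of Col1a2 at 78.5 and 81.9 and at 79.4 and 82.3, and that of Col3a1 had no peak in any library. Single genes went both ways. Dcn was at 68.0 and 77.7 in WT and had no peak and 25.3 in K20R, Serpinf1 was at 29.3 and 33.4 and at 10.1 and 10.9, and Thy1 at 88.6 and 94.3 and at 77.4 and 85.2. Ranked anew, Col1a2, Fbln1, Fbln2 and Mmp2 were higher in both K20R libraries, and of these Mmp2 lies in the raised stretch of chromosome 8. Expression of these genes in embryoid bodies was not analysed here.

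The most unexpected feature of the lists was the pair of long stretches on chromosomes 8 and 14. Extra copies of the whole of chromosome 8 in K20R are argued against by its first 522 common regions, from 3220995 to 45935252. The log2 ratio of their mean pileups, averaged over the 4 pairs of a K20R and a WT library, was 0.0212. It lay within the range of -0.0212 to 0.036 of the other autosomes without chromosome 14. This ratio of means is another measure than the medians and quartiles over regions given next. More copies of the stretch from 61927660 to 112046551 would raise nearly all of its regions alike, and the lower quartile of their log2 ratios was 0.39, above the upper quartile of 0.29 of the rest of the genome. The median of 0.66 is 1.58-fold, and 90.2% of the regions were higher. The rest of the genome had a median of 0.072, so this fold is smaller when set against it. On chromosome 14 the upper quartile in the stretch was -0.59, below the lower quartile of -0.19 elsewhere. The median there was 0.572-fold, which is lower still against the rest of the genome, and 96.0% of regions were lower. A difference in copy number between the K20R and WT cells is thus a candidate explanation for both. The levels are relative, so a gain in one genotype cannot be separated from a loss in the other, and a change of chromatin over a whole domain stays open. The stretch of chromosome 2 did not reach the same mark, with a lower quartile of 0.23. The matter bears on single genes. Ctcf, Klf2, Irx3 and Mmp2, all with higher promoter ranks in both K20R libraries, lie in the chromosome 8 stretch, and Apex1, Bmp4, Gata4, Myh6, Myh7, Otx2 and Sox7 lie in that of chromosome 14, where 165 regions were WT-restricted and 6 K20R-restricted. These genes were looked up after the stretches were found. The 7 cardiac genes that were lower in both K20R libraries when ranked anew (Tbx20, Gata5, Gata6, Hand1, Actn2, Myocd and Tdgf1) lie outside the stretches.

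The strongest K20R-restricted region, near BC107364 on chromosome 3, was at percentile 99.97 of both K20R lists. Removal of called peaks before deposit could explain it, since the WT lists each lacked 1 number at that place, and numbers were missing in the lists of the other genotype at 9 of the 10 strongest restricted regions, but a missing number does not show where between the neighbouring peaks the removed peak lay. The 2 explanations, removal and absence, cannot be told apart. At the WT-restricted region near Mesp1 no number was missing in either K20R list, so no peak had been called there in K20R.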
